A study of Homo sapiens with 26 samples.

How the data were processed

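Guide cassettes were amplified by PCR from the genomic DNA of RH4 cells and sequenced, per the labels' protocols. The authors deposited raw read counts per guide, 1 value per guide and sample, for 26 samples of 12 libraries. FastQC and MAGeCK are named in the submitters' processing notes; their versions, the mismatch setting and the read trimming are not given in the sources used here. For the 10 pools the authors also deposited a table per pool with a score (beta and z), p-values and false discovery rates for each target, whose column names are those of MAGeCK's maximum likelihood model, per the file headers. The base of the logarithm of beta is not stated; regressed on the log2 ratio over targets its slope was 0.611. Of the columns in those tables, 2 that hold no name were not used. No molecular identifiers are described, so reads are not independent molecules. The confidence intervals are exact binomial intervals on shares of guides and treat guides as independent draws. They do not cover variation between repeats of the experiment.

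Samples were grouped by library and arm as labelled. Counts were scaled to CPM (each sample's counts over its total, times 1e6) and the log2 ratio of MYH high over MYH low, or of day 18 over day 3, was taken with a pseudocount of 1 CPM. Guides with under 10 counts over both arms were left out, which removed 8 guides of pool TF1 and none elsewhere. Ratios were centred on the median of the negative-control guides where a library has at least 20 (exon scan and test library), and otherwise on the median of all guides (the 10 pools, which hold 10 negative-control guides each). The value of a target is the median over its guides. With at least 3 guides, it was called enriched or depleted where its value lay beyond 99.9% of 10000 random guide sets of the same size from the same library, matched on 3 bins of abundance, and was at least 0.3 on the log2 scale (1.23-fold). These percentiles describe the libraries at hand; with 1 sample per arm there is no test between conditions.

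Guide sets carried by at least 6 pools were tested over pools by an exact sign-flip permutation test, with Benjamini-Hochberg adjustment over 7 sets. FOXO1_non-fusion had 1 usable guide in TF1 and was tested over 9 pools. Gene lists were fixed before the data were examined and set against 10000 random lists with as many genes from each pool. Named genes followed a rule fixed at the same time: the 12 highest and 8 lowest called targets, up to 4 called members of each list, NF-Y, PAX3, FOXO1, MYOD1, MYOG, HDAC3 and NCOR1, the shared controls, and all targets of the exon scan and test library. Genes in 2 pools were compared by permutation of their guides with 100000 resamples, on the difference of means over guides. Targets of the test library with 1 or 2 guides are given without a call. In the exon scan, POLR2D and hRosa have fewer than 3 guides and no value is given.

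The procedure was tested on simulated counts for 983 targets. Of 783 unchanged targets 0 were called. Simulated guides had independent normal noise, with an SD scaled from the median absolute deviation, and fusion guides had no effect. In TF1 that SD was 0.139, where the plain SD over the same guides was 0.246, so wide tails were left out. The 0 calls therefore do not bound the rate of false calls in the real counts. Each size and share of effective guides had 20 targets. With all guides effective, 90.0% of targets at a log2 ratio of 0.5 and 40.0% of those at 0.3 were called. With 60.0% of guides effective, 50.0% and 5.0% were. In the depleted direction, with all guides effective, 95.0% at -0.5 and 50.0% at -0.3 were called. With 60.0% of guides effective, 65.0% at -0.5 and 0.0% at -0.3 were. The depth gave a median counting error of 0.004 to 0.02 on the log2 scale per guide, below the SD over guides of a target. Of 956 target names, 941 matched a current gene symbol in the RefSeq gene table for GRCh38.p14 and 14 an older one. Guide sequences and a genome build are not given in the sources used here, so no coordinates are reported. The result of 1 depleted target is counted and otherwise not reported here. Alternatives were other centrings, count minimums, pseudocounts, summaries, random sets and thresholds, and edgeR 4.0.16 for the shared guides, with some added after the data were seen. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.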

Results

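The series holds 26 samples of guide RNA counts from RH4, an established alveolar rhabdomyosarcoma cell line whose labels give it the PAX3-FOXO1 fusion. Each sample is a pool of cells that carried a library of guide RNAs for CRISPR knockout, with the guide cassette amplified from genomic DNA. In the myo-differentiation screen, cells were stained at day 7 for myosin heavy chain (MYH), a protein of differentiated muscle, and sorted into MYH high and MYH low cells. This was done for 10 library pools (TF1, TF2, TF3, KP1, KP2, DR1, DR2, CF1, CF2 and CF3), for an exon scan library and for a small test library. The exon scan library was also followed from day 3 to day 18 without a sort, so that guides that cost the cells fitness were lost. Each arm of each library is 1 sample, so differences within a library have no replicate check, and the spread given beside a target is the SD over its guides. Total counts ran from 5548348 in the DR1 MYH low sample to 166032777 in the CF2 MYH low sample. The exon scan samples held 41345356 to 61334210 counts, and the test library samples 28604631 (MYH high) and 22355642 (MYH low).

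Guides against the PAX3-FOXO1 fusion were the most enriched guide sets in MYH high cells, and this was seen in every pool. Each pool carried the same control guides, so these sets were measured in 10 separate sorts. The value of a set in a pool is the median over its guides. The set named PAX3_Fusion_DBD had a mean log2 ratio of MYH high over MYH low of 3.28 ± 0.57 (SD, n = 10 pools), which is 9.72-fold. Its medians lay between 2.71 and 4.53 over pools, and its single guides between -0.40 (DR1) and 5.51 (KP2). The set FOXO1_fusion had a mean log2 ratio of 2.85 ± 0.64 (SD, n = 10 pools), which is 7.23-fold. Both sets were above 0 in 10 of 10 pools, with an adjusted p of 0.00684 in an exact two-sided sign-flip permutation test over pools, adjusted by Benjamini-Hochberg over 7 sets. The unadjusted p of 0.00195 is the smallest that 10 pools can give.

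Guides against the parts of PAX3 and FOXO1 outside the fusion lay near 0. The set PAX3_non-fusion had a mean log2 ratio of 0.19 ± 0.31 (SD, n = 10 pools), above 0 in 9 pools, with an adjusted p of 0.0182 in the same exact permutation test. FOXO1_non-fusion had 0.13 ± 0.17 (SD, n = 9 pools), above 0 in 7, with an adjusted p of 0.0273 in the exact permutation test. PCNA, the sliding clamp of DNA replication, had 0.24 ± 0.41 (SD, n = 10 pools), above 0 in 8, with an adjusted p of 0.0273 in the exact permutation test. In pool CF3 these sets and the negative controls stood far above their values in the other pools. Without CF3 the means were 0.09 for PAX3_non-fusion, 0.08 for FOXO1_non-fusion and 0.12 for PCNA, and for the last 2 the adjusted p in the exact permutation test was then 0.0547. Leaving out TF2, CF1 or CF2 instead gave both sets the same adjusted p in that test, so this loss is not particular to CF3. With pools centred on their negative-control guides the means were 0.08 for PAX3_non-fusion and 0.01 for FOXO1_non-fusion, with adjusted p of 0.27 and 1.0 in the exact permutation test. That centring kept CF3, where the negative controls stood at 1.30, above PAX3_non-fusion at 1.04 and FOXO1_non-fusion at 0.52. CF3 therefore lowered both means, and the centring was not run without it, so it cannot tell whether the small shifts remain elsewhere. With a guide that carries 2 labels, sgRNA3191, counted as FOXO1_fusion throughout, FOXO1_non-fusion had 0.11 and an adjusted p of 0.115 in the exact permutation test.

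The negative-control guides had a mean log2 ratio of 0.11 ± 0.42 (SD, n = 10 pools), with an adjusted p of 0.906 in the exact permutation test. MYOD1, a master regulator of the muscle lineage, had 0.01 ± 0.21 (SD, n = 10 pools) over its shared guides, with the same adjusted p of 0.906 in the exact permutation test. Without CF3 the means were -0.02 for the negative controls and -0.05 for MYOD1. The MYOD1 guides had a median log2 ratio of -0.33 in TF1 and 0.52 in CF3, and between -0.08 and 0.06 in the other 8 pools.

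**Figure D1:**
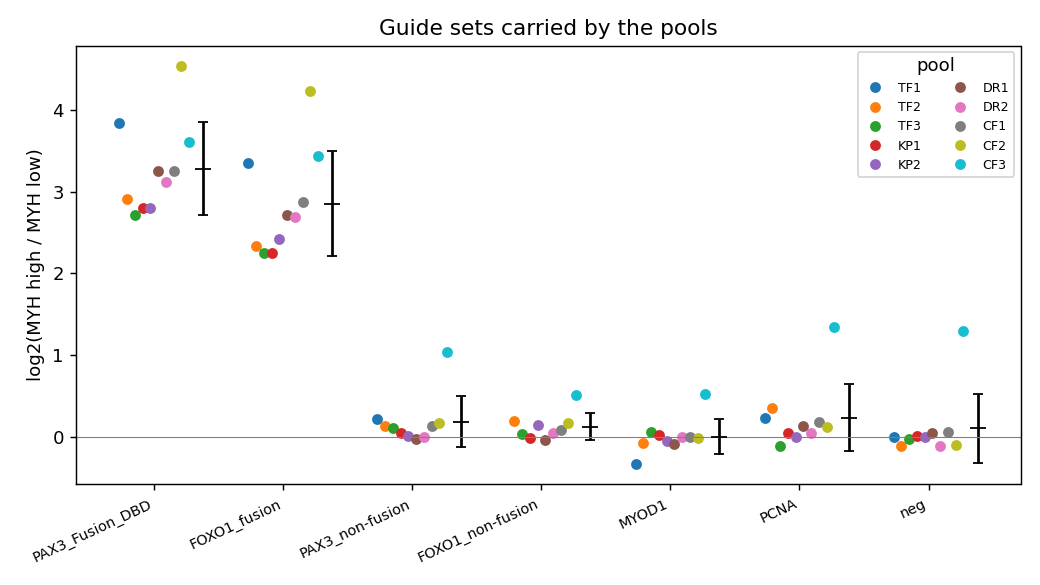
Median log2 ratio of MYH high over MYH low (vertical axis) of the guide sets that all pools carry (horizontal axis). Each point is 1 pool, and the black bar is the mean over pools with its SD. The 2 fusion sets lie between 2.25 and 4.53 in every pool, and CF3 lies above the other pools in the 5 other sets.

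The 10 pools ask which of their target genes, once knocked out, move RH4 cells toward or away from MYH. All 3 subunits of NF-Y, a CCAAT-binding transcription factor, were enriched in MYH high cells. NFYC had the highest value of all library targets, with a median log2 ratio of 1.63 (SD over guides 0.91), or 3.08-fold, with 9 of 10 guides above 0. NFYA had 0.56 (SD 0.28) with 10 of 10 guides above 0, and NFYB had 0.34 (SD 0.64) with 8 of 10. The median of the NF-Y list lay above 99.99% of random lists drawn from the same pools. Of 984 target measurements in the pools, covering 956 genes, 12 were enriched and 7 depleted in MYH high cells, where chance alone gives about 0.984 in each direction before the limit on size.

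Kinases that drive mitosis and the cell cycle were also enriched. Of 21 measurements of the cell cycle kinase list, 5 were enriched and 0 depleted, and the list's median of 0.09 lay above all 10000 random lists. AURKA, the mitotic Aurora A kinase, had 0.71 (SD 0.51), and AURKB had 0.35 (SD 0.37). CDK1, which drives entry into mitosis, was enriched in both pools that carried it, at 0.60 (SD 0.33) in CF2 and 0.54 (SD 0.25) in KP2. CDK6, a G1 kinase, had 0.39 (SD 0.14) in CF1 and 0.06 (SD 0.14) in KP2. The list of general essential genes shares CDK1, AURKB and PLK1 with the kinases: 3 of its 8 measurements were enriched, and its median of 0.21 lay above all 10000 random lists. The shared genes hold its highest values, so the 2 lists are not independent. Of its other members, CDK9, a transcriptional kinase, had -0.13 in CF2 and -0.08 in KP2, RPA3 had 0.07 and POLR2B 0.18.

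Among chromatin genes, 2 subunits of SWI/SNF and the cohesin loader NIPBL were enriched. Of 14 measurements of SWI/SNF, an ATP-dependent remodelling complex, 2 were enriched, and the list's median of 0.04 lay above 94.2% of random lists. SMARCE1 had 0.38 (SD 0.17) with 10 of 10 guides above 0. ARID1A had 0.39 (SD 0.19) in CF1, with 10 of 10 guides above 0, and -0.09 (SD 0.26) in TF3. NIPBL had 0.51 (SD 0.25), and ZFP36L1, an RNA-binding protein of the AU-rich element pathway, had 0.47 (SD 0.25), each with 10 of 10 guides above 0. HDAC3, a histone deacetylase of the NCoR complex, had 0.21 (SD 0.13) with 10 of 10 guides above 0; it lay above 98.97% of random guide sets and was not called. No target of the pools carried the name NCOR1. Of the lists NuRD, CoREST-LSD1, class I HDACs, MLL/COMPASS, arginine methyltransferases and MOZ-HBO1, 0 measurements were called.

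Guides against the muscle regulators MYOG and MYOD1 were depleted in MYH high cells of pool TF1. MYOG, which drives terminal muscle differentiation, had the lowest value of the library targets, -0.56 (SD 0.21), with 10 of 10 guides below 0. MYOD1 had -0.39 (SD 0.26) over 20 guides in TF1, 10 shared with the other pools and 10 its own, with 19 guides below 0. Of 15 measured genes in the list of myogenic and rhabdomyosarcoma core factors, 0 were enriched and 2 depleted. MAPK14, the p38 alpha kinase, had -0.31 (SD 0.12) with 10 of 10 guides below 0.

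MED26, MED7 and TAF4 were also depleted. MED26 had -0.37 (SD 0.24) and MED7 had -0.34 (SD 0.17), both subunits of Mediator and on none of the gene lists. With pools centred on their negative-control guides they had -0.28 and -0.25 and were not called, and 4 of the 7 depleted calls were kept. TAF4, a subunit of TFIID, had -0.42 (SD 0.23). It lies in CF3, whose negative controls stood at 1.30, and had -1.72 when centred on them. It was the 1 called member of the general transcription factor list. The 22 measurements of that list had a median of -0.07, below 97.46% of random lists. With that centring the median was -0.20. Members in CF3 are lowered by its raised controls, so this fall is no added evidence of depletion. With the mean over guides in place of the median, 1 enriched and 6 depleted targets were called; with the fusion guides also left out of the random sets, the mean gave 11 and 6. With no centring, 9 were enriched and 18 depleted.

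**Figure D2:**
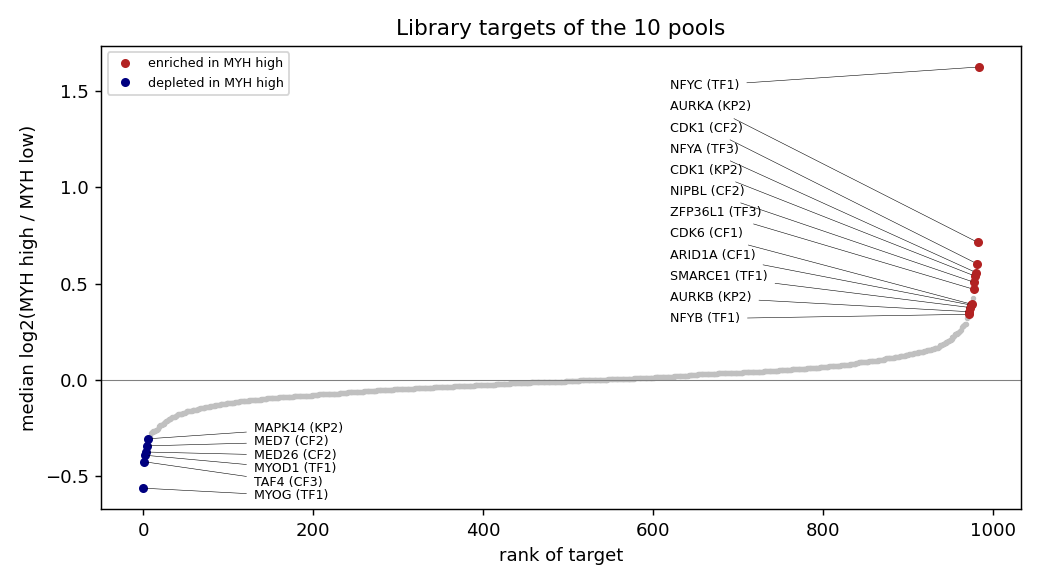
Median log2 ratio of MYH high over MYH low (vertical axis) of the library targets of the 10 pools, ranked from lowest to highest (horizontal axis). Red points are the 12 enriched measurements and blue points 6 of the 7 depleted ones, with gene and pool; NFYC stands apart at 1.63.

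Of 35 gene lists fixed before the data were examined, 27 had at least 3 measurements. Of these, 3 lay above 97.5% of random lists (NF-Y, cell cycle kinases and general essential genes) and 0 lay below 97.5% of them. The lists of receptor tyrosine kinases, RAS-RAF-MAPK kinases, PI3K-AKT-mTOR kinases, Sp/KLF factors, AP-1 and ATF factors and the MYC-MAX network had 0 called members. The 4 measured genes of the BET and p300/CBP list, coactivators that bind or write acetyl-lysine, had a median of -0.15, below 96.2% of random lists.

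The authors' deposited table gives a model score, beta, for each target of each pool. Over 984 target measurements, beta and the median log2 ratio had a Spearman correlation of 0.884 across targets, which are not independent replicates. The table has a false discovery rate in a column named fdr and another from a Wald test. At 0.05 in the column fdr the authors' deposited table holds 4 enriched and 32 depleted measurements, and in the Wald column 0 and 4. The Wald column also passed none of the fusion sets. Their lowest rate there was 0.396, for FOXO1_fusion in KP2, and PAX3_Fusion_DBD in CF2 had 0.768 with a beta of 3.02. The 0 enriched in that column is therefore no evidence against enrichment of targets. All 4 enriched in the column fdr, NFYC, NFYA, CDK1 in KP2 and AURKA, were also called here, as were 6 of the 32 depleted. NFYC has the highest beta of these, 0.837 in the authors' deposited table, and MYOG the lowest, -0.414.

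For 28 genes carried by 2 pools, the medians in both pools had a Pearson correlation of 0.664 and a Spearman correlation of 0.406 across genes. Without CDK1 they were 0.301 and 0.337, so the Pearson value rests largely on that gene. ARID1A differed between CF1 and TF3 by 0.47 (adjusted p of 0.00616, permutation test over 10 guides each), and CDK6 differed between CF1 and KP2 by 0.33 (adjusted p of 0.00616, permutation test over 10 guides each). The differences given are of medians, while the tests used the difference of means over guides. These tests were chosen after the values were seen and compare the libraries at hand, not the conditions.

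The exon scan asks how guides spread along PAX3, FOXO1 and MYOD1 act on MYH and on fitness. Guides against PAX3 and FOXO1 were shifted toward MYH high cells and were lost from the culture between day 3 and day 18. In the sort, the 249 PAX3 guides had a median log2 ratio of 0.28 (SD 0.32) and the 357 FOXO1 guides 0.17 (SD 0.28), each above all 10000 random guide sets, and below the size limit of 0.3 used for a call. Of the PAX3 guides, 30.1% lay above the 97.5th percentile of 790 negative-control guides (exact binomial 95% confidence interval 24.5 to 36.2%), and of the FOXO1 guides 20.7% (16.6 to 25.3%). The 186 MYOD1 guides had a median of 0.09 (SD 0.22), and 5.91% lay above that percentile (2.99 to 10.3%). These medians depended on the centring. Centred on all guides they were 0.21 for PAX3, 0.10 for FOXO1 and 0.02 for MYOD1. With no centring they were 0.19 for PAX3, 0.08 for FOXO1 and -0.007 for MYOD1.

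Between day 3 and day 18, guides of all 3 genes were lost. The median log2 ratio of day 18 over day 3 was -0.84 (SD 0.76) for PAX3, -0.78 (SD 0.60) for MYOD1 and -0.42 (SD 0.65) for FOXO1, and all 3 were called. For FOXO1 the call was lost with the other centrings, at -0.27 when centred on all guides. Below the 2.5th percentile of the negative controls lay 73.1% of the PAX3 guides (67.1 to 78.5%), 79.6% of the MYOD1 guides (73.1 to 85.1%) and 56.6% of the FOXO1 guides (51.3 to 61.8%). The essential-gene controls had 3 to 8 guides each and were not called against random sets of the scan, of which PAX3, FOXO1 and MYOD1 guides are a large part. Against random sets of negative-control guides, a comparison added after the values were seen, 6 of them were depleted and CDK9 was not. Their medians at day 18 were -0.95 for PRL9, -0.81 for CDK1, -0.55 for RPA3, -0.51 for RPL23A, -0.48 for PCNA, -0.41 for POLR2A and -0.23 for CDK9. In the sort they were 0.27 for PRL9, 0.24 for CDK1, -0.03 for RPA3, 0.02 for RPL23A, 0.30 for PCNA, -0.09 for POLR2A and -0.11 for CDK9.

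For PAX3 and FOXO1, the guides that were enriched in MYH high cells were also those most lost in culture. The Spearman correlation across guides between both log2 ratios was -0.71 for PAX3, -0.55 for FOXO1 and -0.07 for MYOD1, and 0.01 for the negative controls. Guides are not independent replicates of the experiment. Of 75 PAX3 guides above the 97.5th percentile of the controls in the sort, 73 lay below the 2.5th percentile in culture, with a median of -1.82 (SD 0.65), against -0.54 (SD 0.53) for the other 174. For FOXO1 it was 61 of 74, with a median of -1.22 (SD 0.76) against -0.34 (SD 0.52). MYOD1 guides were lost whether or not they were enriched, at -0.85 (SD 0.56) and -0.77 (SD 0.61). The guide names of the scan hold running numbers, and neighbouring numbers had correlations of -0.08 to 0.04, so no position along the genes is given here.

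**Figure D3:**
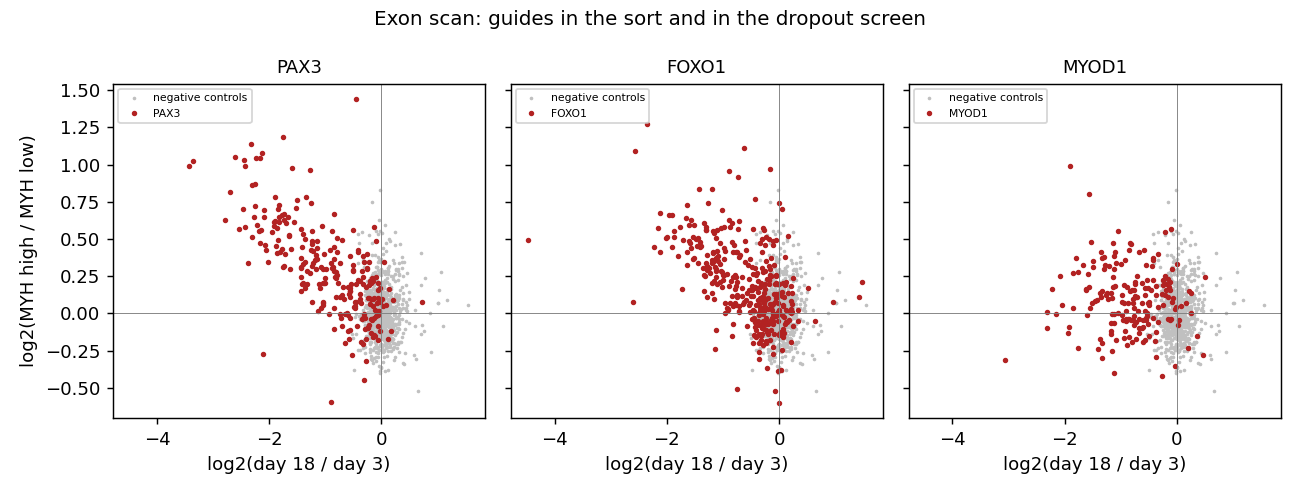
Log2 ratio of MYH high over MYH low (vertical axis) against the log2 ratio of day 18 over day 3 (horizontal axis) for each guide of the exon scan, in 1 panel per gene. Grey points are negative-control guides; PAX3 and FOXO1 guides run from the centre to the upper left, and MYOD1 guides spread to the left alone.

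The test library names the exon of its FOXO1 guides and of some PAX3 guides, so that guides of different exons can be set side by side. The PAX3 guides in exons 2, 3 and 5 were enriched in MYH high cells and those in exon 8 were not. The 7 guides in exons 2, 3 and 5 had a mean log2 ratio of 1.18 (SD 0.42), all above 0, and the 3 guides in exon 8 a mean of -0.02 (SD 0.09). The difference of 1.20 had a p of 0.0167 in an exact two-sided permutation test over guides, chosen after the values were seen. As background, the PAX3-FOXO1 fusion joins the 5' part of PAX3 to the 3' part of FOXO1. For FOXO1, the 3 guides in exon 1 had a mean of -0.25 (SD 0.03) and the 6 guides in exons 2 and 3 a mean of 0.43 (SD 0.54), with 3 of the 6 above 0 (p of 0.0238, exact permutation test over guides). As a whole, the 16 PAX3 guides had a median of 0.86 (SD 0.65) and were called. The 9 FOXO1 guides had a median of -0.04 (SD 0.55). The direction depended on the summary, with 0.20 by the mean over guides and 0.15 by the weighted mean.

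The paralog PAX7, with 7 guides, had a median of -0.12 (SD 0.39), with 1 guide in exon 6 at -1.06. HDAC3 had 0.10 and NCOR1 -0.08, from 2 guides each, as did JUN with 0.18, MYC with 0.02 and MYOD1 with -0.08. With 1 guide each, TCFL1 had 0.27, PRDM2 0.14, CDK1 0.00, ZNF77 -0.25 and PCNA -0.34. The 50 negative-control guides had an SD of 0.15 and ran from -0.41 to 0.27.

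**Figure D4:**
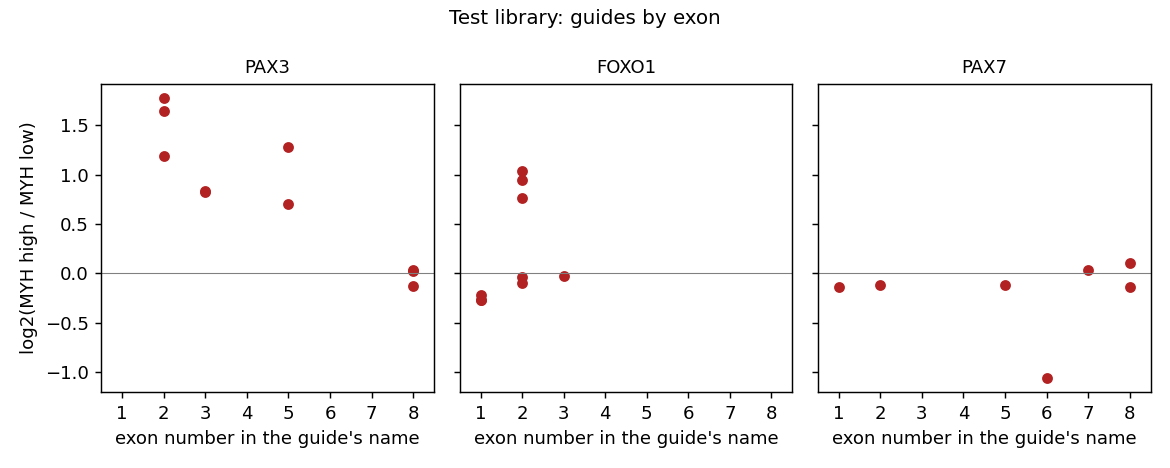
Log2 ratio of MYH high over MYH low (vertical axis) of PAX3, FOXO1 and PAX7 guides of the test library by the exon in the guide's name (horizontal axis). Each point is 1 guide. PAX3 guides in exons 2, 3 and 5 lie between 0.70 and 1.78, and those in exon 8 between -0.13 and 0.04.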

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

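All tests in this part were chosen after the values were seen, except the rule that marks an outlying pool.

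In pool CF3, 5 guide sets lay far above their values in the other pools: PCNA at 1.34, the negative controls at 1.30, PAX3_non-fusion at 1.04, MYOD1 at 0.52 and FOXO1_non-fusion at 0.52. Chance gives about 1 such outlying value in 20 groups. A single ratio of all control guides between the arms is argued against, since the medians of the sets differed more than with set names permuted over 46 guides (p of 0.0081). The excess of each guide in the MYH high sample followed its abundance in the other pools (Spearman rho 0.77 over guides) more than its abundance in CF3 MYH low (0.22), so reads carried over from another library may be a source. No biological explanation was tested, and negative controls have no target gene.

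Guide sgRNA3191 is labelled FOXO1_non-fusion in 4 pools and FOXO1_fusion in 6. Its log2 ratio in those 4 pools, 2.48 to 3.02, lay inside the range of the fusion guides in 4 of 4, so a wrong label may be the source. The authors' deposited tables count 11 FOXO1_fusion guides in those 4 pools, where the count files label 10, and FOXO1_non-fusion has 9 guides against 10 in DR1 and DR2, as 1 moved guide would give. In TF2 and TF3 it has 1 against 10, more than 1 moved guide gives. Numbers also differ for neg in KP2, for PAX1 in TF1 and for PAX3_Fusion_DBD and PAX3_non-fusion in KP1 and KP2. A different guide under that name is argued against: its distance from the fusion median differed by -0.040 between the 4 pools and the 6 (p of 0.638, exact permutation test). No biological explanation was tested.

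The shared MYOD1 guides had -0.33 in TF1, which the rule for an outlying pool did not mark, and lay near 0 in 8 other pools. CF3 is left out of that count: MYOD1 stood at 0.52 there, and at -0.77 against its raised negative controls, so its direction in CF3 depends on the centring. Chance over 10 guides is argued against by the 10 MYOD1 guides that TF1 alone carries, at -0.48, and a shift of all controls by the negative controls of TF1 (p of 0.00668, exact permutation test over guides). A depletion that MYOD1 loss would give in every pool is argued against by a median of -0.0046 over the other 8 pools. What sets TF1 apart stays open.

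Among genes in 2 pools, 3 differed between pools in a permutation test on means over guides. The differences of medians were 0.47 for ARID1A (CF1 minus TF3) and 0.33 for CDK6 (CF1 minus KP2). For CDK10, named after its values were seen, the difference of medians was -0.21 (CF3 minus KP2).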

How the results depend on the processing

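Over the named targets of the pools, no called value changed direction, and NFYC, MYOG and MYOD1 in TF1 kept their calls in all 16 settings. The call was lost in 5 settings for MAPK14, SMARCE1 and AURKB. It was lost in 4 for NFYB, ARID1A in CF1 and CDK6 in CF1, and in 3 for MED7. It was lost in 2 for NFYA, AURKA, CDK1 in KP2, NIPBL, ZFP36L1, MED26 and TAF4, and in 1 for CDK1 in CF2. Random sets of negative controls could not be run in the pools, which hold too few. Alternatives that leave pools CF3, TF1 or DR1 out of the counts of called targets, or relabel sgRNA3191, were chosen after seeing the data. So were those that draw the exon scan's random sets from negative controls, or leave fusion guides out of the random sets. Leaving each pool out in turn was planned for the shared guide sets.
With no centring, 18 targets were depleted, 17 calls were shared with the authors and 2 lists lay below random lists. With the other centre 4 of the 7 depleted calls were kept and 1 list lay below, and with a pseudocount of 20 CPM 1. With the mean over guides 1 target was enriched and 2 lists lay below; with the weighted mean 2 were enriched, 4 depleted, 5 shared and 2 lists below. Leaving the fusion guides out of the random sets gave 11 enriched by the mean and 10 by the weighted mean (4 depleted), so those guides in the random sets account for the low enriched counts. The 2 lists below in both could not change, since lists are set against random genes. With no size limit 21 were enriched, 22 depleted and 20 shared. Without each target's most extreme guide 4 were depleted.
Leaving out each pool in turn gave 0.081 to 0.15 for FOXO1_non-fusion and 0.12 to 0.28 for PCNA, some past the threshold and some not. With the other centre PAX3_non-fusion had 0.078 and FOXO1_non-fusion 0.0086, both lowered by CF3 with its raised negative controls. PCNA then had 0.13 and stayed past the threshold (adjusted p of 0.0456, exact permutation test). With the mean over guides PAX3_non-fusion had 0.21, FOXO1_non-fusion 0.25 and PCNA 0.25, all past the threshold. edgeR tested each guide on its own, scaled by total counts with no centring. Its medians over guides were 0.13 for PAX3_non-fusion, 0.052 for FOXO1_non-fusion and 0.13 for PCNA. In these sets 0 guides had an adjusted p under 0.05 in its quasi-likelihood test. No set was tested as a whole there, so edgeR cannot tell whether the set results are kept. With sgRNA3191 relabelled FOXO1_non-fusion had 0.11 (adjusted p of 0.115), no longer past the threshold. FOXO1 dropout was -0.27 with the other centre, -0.20 with none and -0.26 with TMM, not called. The correlation of sort and dropout, -0.40 over all guides, was -0.49 without controls, -0.71 in PAX3, -0.55 in FOXO1 and -0.070 in MYOD1. Other causes were not tested.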

Other observations

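Mediator subunits, a group chosen after their values were seen, lay low in MYH high cells. Of 27 measured MED genes in the CF pools, 26 had a median log2 ratio below 0 and 2, MED26 and MED7, were called depleted. Centred on the negative-control guides, 7 of 7 in CF1 and 6 of 11 in CF2 lay below 0, with MED26 and MED7 not called; CF3 is left out of this count, since its negative controls stand at 1.30. Of 10000 random lists 100% lay above the group's median of -0.18, but a group chosen for low values cannot test whether Mediator lies low, so this stays open. MED12L, at 0.04, was the exception.

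SMARCB1, a SWI/SNF subunit with 0.29 (SD 0.28), PPP6C, a phosphatase subunit with 0.28 (SD 0.15), and PLK1, a mitotic kinase with 0.25 (SD 0.21), lay under the size limit, and SMARCB1, above 99.88% of random guide sets, also under the threshold on these sets; they were named after their values were seen. MYC, also named then, had -0.21 (SD 0.15), and its beta in the authors' deposited table was -0.148.

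The negative-control guide sgRNA3239 had a log2 ratio of 4.43 in CF1, 2.22 in CF3, -2.06 in TF2 and -2.51 in DR1. In CF1 the other negative controls ran from -0.17 to 0.17. In CF3 they were themselves raised, from 0.81 to 1.70. They ran from -0.41 to 0.23 in TF2 and from -0.13 to 0.32 in DR1. In the remaining pools sgRNA3239 lay between -0.01 (KP2) and 0.94 (TF3). In the test library, guides named for CDK9 and POLR2D carry the negative-control label, with values of 0.00 and 0.10.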
